A study of Mus musculus with 5 samples.

How the data were processed

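The data were UMI counts from targeted single-cell RNA sequencing of hepatocytes isolated from livers of wild-type male C57BL/6J mice on normal chow. Libraries were made with the 10x Genomics Chromium 3' kit, version 3, 1 library at a time, and then enriched for a panel of 64 genes by hybrid capture, per the labels' protocols. There were 5 libraries, 1 for each time point. The number of mice behind each library was not given in the sources used here.

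The authors deposited 1 matrix of UMI counts, not normalized, of 64 genes by 47473 barcodes. It was made with Cell Ranger 6.0.1, per the file headers. The genome build and annotation behind the counts, the way barcodes were called as cells, and whether depth was equalised between libraries were not given in the sources used here. A deposited barcode table gave the library of every barcode and no cell type or zone. All 47473 barcodes were used, with no filter, and none lacked a library. No doublet caller was run, because a panel of 64 genes gives it too little to work on. Dropping the 5% of barcodes with most UMIs was tried instead.

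For each library, the UMIs of each gene were summed over all barcodes and divided by the summed panel UMIs, giving CPM (UMIs per 1000000 panel UMIs), from the counts deposited. Alb took 69.4% to 71.8% of each library's panel UMIs, so a CPM value is largely a ratio to Alb. Intervals of CPM values were exact Poisson intervals. Intervals of log2 ratios were exact conditional binomial intervals, and those of a difference of 2 log2 ratios were normal intervals from the 4 counts. Shares of barcodes had exact Clopper-Pearson intervals. All were at 95% and cover counting error only. With 1 library per time point there was no replicate, so no test was made, no p-value was computed and no difference had a replicate check. Every fasted library was compared with the fed library (0 h) and with the library before it.

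The genes named were fixed by a rule written before the data were examined. It took the panel genes on a list of gluconeogenic, lipogenic, fasting-response, zone marker and control genes. It added the 3 genes with the largest rise and the 3 with the largest fall against 0 h in each fasted library, among genes with at least 100 UMIs in both libraries together. It also added any gene with over 10% of a library's panel UMIs. The rule gave 26 genes, 23 of them from the list, and 2 of the 26 are not reported here. Genes outside it were named where a count of them was small, after their values were seen.

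Zones were rebuilt, because no annotation of them was used here. A difference from zones defined another way can come from that. The panel held 3 of 16 periportal markers listed beforehand (Cyp2f2, Hsd17b13 and Alb) and 5 of 23 pericentral ones (Glul, Cyp2e1, Gulo, Cyp27a1 and Cyp7a1). Within each library, k-means with 3 clusters (20 starts, seed 1) was run on log2(1 + UMIs per 1000 panel UMIs) of these 8 genes. A cluster was called periportal-like or pericentral-like if all of the panel's markers of that zone, and none of the other, were among its top 10 genes by fold against the library's other barcodes, with 1 of them in the first 2. This naming rule was chosen after the clusters had been seen. It left 1 cluster per library without a name. That cluster held 14.7% of barcodes at 0 h, 38.3% at 8 h, 16.6% at 16 h, 21.7% at 24 h and 16.9% at 30 h. UMIs were then summed per library and zone. Pck1, G6pc and Sds took no part in forming the zones.

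Shares of barcodes with a UMI were taken after each barcode was thinned at random to 200 panel UMIs, leaving out shallower ones. Barcodes with at least 3 UMIs of 6 panel genes of other liver cell types (Cdh5, Mrc1, Cd68, Ptprc, Pdgfra and Pdgfrb) were compared as cells that should lack Pck1, G6pc and Sds, but were too few and too rich in Alb to set a background. These 6 genes were chosen after the panel was seen.

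Gene positions came from GENCODE release M21 on GRCm38, matched by Ensembl identifier. All 64 identifiers were found, with equal names. For 6 of the 64, an exon of another gene overlaps on the same strand, so their UMIs can include those of the overlapping gene. Those written about here are Srebf1 (overlapped by Mir6922), Glul (Mir8114), Hsd3b7 (Gm49388) and Pdgfra (Mir7025).

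Alternatives fixed before the data were examined were UMIs per barcode, a denominator without Alb, median-of-ratios scaling, the mean of per-barcode CPM, zones from fixed quantiles (20% at each end) of a marker score, barcodes with 100 or more UMIs, no barcodes from the top 5% by UMIs, and other thinning depths. Alternatives added after the data had been seen were barcodes with 300 or more UMIs, k-means with 4 clusters, and subtraction of free RNA.

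The steps were tested on simulated data. With 20 of 51 genes changed 4-fold at the real depths, 20 of 20 were recovered past 2-fold in the right direction against 0 h at 8, 16, 24 and 30 h, and 0 unchanged genes passed. The 95% intervals held the true value for 90.2% (24 h) to 100.0% (16 h) of the 51 genes. Barcodes simulated from the zone profiles were put back in their zone in 99.5% (0 h), 93.2% (8 h), 98.9% (16 h), 99.6% (24 h) and 99.7% (30 h) of cases. Each simulated barcode was drawn from the summed profile of its cluster, and only barcodes of named zones were scored. Variation of cells within a cluster was not simulated, so these shares do not measure the accuracy of the zone calls. Python 3.11.15 was used with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.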

Results

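Hepatocytes were profiled at 5 points of a transition from feeding to prolonged fasting. Mice were trained for 3 days with food withheld for 16 h and offered for 8 h. On the day of the experiment they had food and drinking water with 20% sucrose. The fed library (0 h) came from mice killed after 4 h of feeding, at clock hour 13. Food and sucrose water were then removed, and the fasted libraries were collected after 8 h (clock hour 21), 16 h (clock hour 5), 24 h (clock hour 13) and 30 h (clock hour 19). Each time point had 1 library, so no value below has a replicate error. Hours of fasting and clock hour changed together, except between 0 h and 24 h, which share the clock hour.

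The libraries differed in depth. The 0 h library held 7208 barcodes and 7549765 panel UMIs, with a median of 1033 UMIs per barcode. The 8 h library held 12153 barcodes and 3979629 UMIs, with a median of 219. At 16 h there were 9460 barcodes and 6154934 UMIs, with a median of 651. At 24 h there were 8558 barcodes and 10432123 UMIs (median 1202.5), and at 30 h 10094 barcodes and 11288725 UMIs (median 1149). In the 8 h library, 47.8% of barcodes had under 200 UMIs. That share was 5.52% at 16 h and below 1% in the other libraries (0.721% at 0 h, 0.0467% at 24 h and 0.258% at 30 h).

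**Figure D1:**
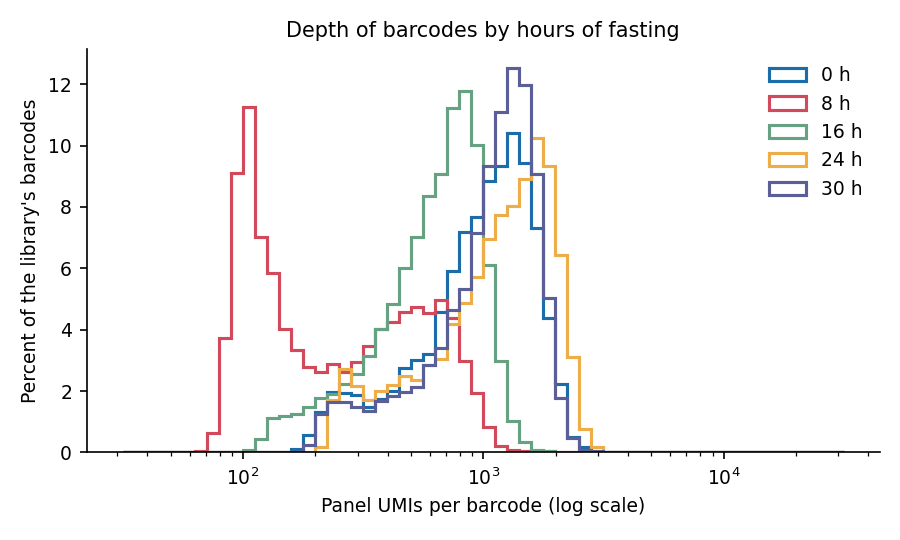
Percent of each library's barcodes (vertical axis) by panel UMIs per barcode (horizontal axis, log scale), 1 line per library. The 8 h library has a separate peak near 100 UMIs, where the other libraries have few barcodes.

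The series title names gluconeogenic genes, and the panel held 3 of those on the list written beforehand. Pck1 (ENSMUSG00000027513; GRCm38 chromosome 2, 173153048 to 173159273) encodes cytosolic phosphoenolpyruvate carboxykinase. It stood at 8772 CPM at 0 h (95% Poisson interval 8705 to 8839), 26189 at 8 h (26030 to 26348), 36701 at 16 h (36549 to 36852), 27659 at 24 h (27558 to 27760) and 52516 at 30 h (52383 to 52650). Its log2 ratio to 0 h was 1.58 at 8 h, 2.06 at 16 h, 1.66 at 24 h and 2.58 at 30 h (2.57 to 2.59), the last a 5.99-fold difference. In CPM it fell by 0.41 on the log2 scale from 16 h to 24 h, whereas by UMIs per barcode it rose, from 23.9 to 33.7. The alternative that moved these ratios most was UMIs per barcode, which put Pck1 at 8 h below its 0 h level (log2 -0.10) in the library with the fewest UMIs per barcode.

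G6pc (ENSMUSG00000078650; chromosome 11, 101367561 to 101377903) encodes the catalytic subunit of glucose-6-phosphatase. It stood at 3908 CPM at 0 h, 7736 at 8 h, 7480 at 16 h, 5482 at 24 h and 5969 at 30 h. Its log2 ratio to 0 h was 0.98 at 8 h (0.96 to 1.01), 0.94 at 16 h, 0.49 at 24 h and 0.61 at 30 h (0.59 to 0.63). By UMIs per barcode, G6pc at 8 h also lay below 0 h (log2 -0.69). Sds (ENSMUSG00000029597; chromosome 5, 120476526 to 120483932) encodes serine dehydratase. It stood at 1746 CPM at 0 h, 4921 at 8 h, 2155 at 16 h, 3379 at 24 h and 7506 at 30 h, a log2 ratio of 2.10 at the last point (2.08 to 2.13). Counted per barcode, Sds lay below 0 h at 8 h (log2 -0.18) and 16 h (-0.38).

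Across the panel, 56 genes had at least 100 UMIs in each pair of libraries compared with 0 h. Over 2-fold higher than 0 h were 10 genes at 8 h, 6 at 16 h, 5 at 24 h and 9 at 30 h. Over 2-fold lower were 7, 16, 13 and 15 genes. The 10 higher genes at 8 h include Cd68, Cdh5 and Mrc1, which are genes of other liver cell types. Cdh5 and Ptprc are among the lower genes at 16, 24 and 30 h, and Mrc1 at 16 and 30 h. Such differences need not come from hepatocytes. The median log2 ratio over the 56 genes lay between -0.15 (16 h) and 0.047 (8 h). Counted per barcode, the 8 h counts were 2 higher and 40 lower, since that median moved by -1.68.

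The largest falls were in genes of fatty acid synthesis. Fasn (ENSMUSG00000025153; chromosome 11, 120805846 to 120824547) fell from 27202 CPM at 0 h to 4378 at 8 h, 1862 at 16 h, 892 at 24 h and 943 at 30 h. Its log2 ratio to 0 h was -2.64, -3.87, -4.93 and -4.85. Elovl6 (ENSMUSG00000041220; chromosome 3, 129532355 to 129638495) fell from 7911 CPM to 220 at 30 h, a log2 ratio of -5.17 (-5.23 to -5.11) or 36.0-fold. Srebf1 (ENSMUSG00000020538; chromosome 11, 60199089 to 60222581) had its lowest value at 8 h, 167 CPM against 4538 at 0 h (log2 -4.77), and stood at 606 CPM at 16 h, 300.3 at 24 h and 237 at 30 h. Mir6922 overlaps an exon of Srebf1. Acly fell from 20793 CPM at 0 h to 1264 at 30 h (log2 -4.04). Scd1 differed from these genes. It stood at 76954 CPM at 0 h, 81346 at 8 h, 93956 at 16 h, 98785 at 24 h and 58122 at 30 h, log2 ratios of 0.080, 0.29, 0.36 and -0.40. By UMIs per barcode Scd1 was lower than 0 h at 8 h (log2 -1.60) and 16 h (-0.40), and by the mean of per-barcode CPM at 8 h (-0.021).

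The largest rises were in Elovl3 and Igfbp1. Elovl3 (ENSMUSG00000038754; chromosome 19, 46131897 to 46135694) stood at 78.3 CPM at 0 h, 3961 at 8 h, 843 at 16 h, 83.5 at 24 h and 1445 at 30 h. Its log2 ratio to 0 h was 5.66 at 8 h (5.54 to 5.78), 3.43 at 16 h, 0.093 at 24 h (-0.059 to 0.25) and 4.21 at 30 h. Igfbp1 (ENSMUSG00000020429; chromosome 11, 7197782 to 7202546) stood at 246 CPM at 0 h, 5841 at 8 h, 1459 at 16 h, 3952 at 24 h and 2432 at 30 h, log2 ratios of 4.57, 2.57, 4.01 and 3.31. Elovl3 and Igfbp1 were the top 2 genes by rise at 8, 16 and 30 h. The third was Mrc1 at 8 h (log2 1.82, 328 UMIs against 176) and Pck1 at 16 and 30 h. At 24 h the 3 were Igfbp1, Pck1 and Cyp2e1 (1.45). Among barcodes with 300 or more UMIs the Mrc1 value at 8 h was -0.21.

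**Figure D2:**
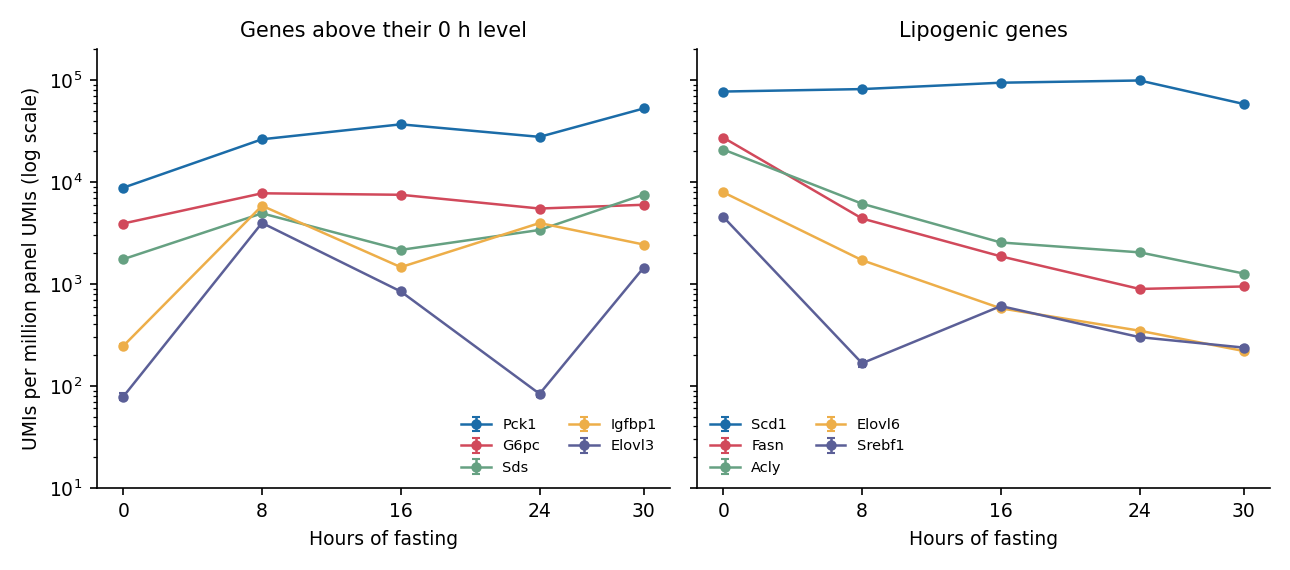
CPM (UMIs per 1000000 panel UMIs, log scale) against hours of fasting, with 1 library per point and 95% Poisson bars that are mostly smaller than the points. In these CPM values Pck1, G6pc, Sds and Igfbp1 lie above their 0 h level in every fasted library, while Fasn, Acly, Elovl6 and Srebf1 lie below it and Scd1 stays between 58122 and 98785 CPM.

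The comparison of 24 h with 0 h holds the clock hour fixed. Of 52 genes with at least 100 UMIs in every library, 16 differed by over 2-fold between these libraries. In 4 genes the 24 h CPM value lay within 0.25 of the 0 h value on the log2 scale, while another time point differed by over 2-fold. These were Elovl3, Glul, Hsd3b7 and Cyp8b1, of which Hsd3b7 and Cyp8b1 lie outside the naming rule and were picked after their values were seen. An exon of Hsd3b7 is overlapped by Gm49388, and one of Glul by Mir8114. Membership depended on the scaling. Leaving Alb out of the denominator adds 0.12 to each log2 ratio at 24 h and 0.070 at 16 h. Hsd3b7 (0.21 at 24 h in CPM) and Cyp8b1 (0.17) then leave the window. Glul (-1.005 at 16 h in CPM) is then no longer over 2-fold lower there. Of the 4, only Elovl3 (0.093 at 24 h in CPM) still meets both conditions. Fasn, Elovl6, Srebf1, Igfbp1 and Pck1 differed from 0 h by over 2-fold at 24 h.

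Among the control genes, Alb differed from its 0 h value by a log2 ratio of at most 0.048 in CPM, with 694271 CPM at 0 h and 717907 at 24 h. Counted per barcode it was lower at 8 h (-1.64) and 16 h (-0.66), and by median-of-ratios scaling at 8 h (-0.021). Actb was lower in every fasted library, by a log2 ratio of -0.56 at 8 h, -0.85 at 16 h, -1.43 at 24 h and -1.05 at 30 h, and under each alternative scaling too. It was therefore not used to scale other genes. Fgf15 had 0 UMIs in every library, for which the 95% Poisson interval reaches up to 0.927 CPM at 8 h and less in the other libraries.

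The next comparison asked how the gluconeogenic genes were divided between zones of the liver lobule. The periportal-like cluster held 5349 barcodes at 0 h (74.2%), 4260 at 8 h (35.1%), 6378 at 16 h (67.4%), 5067 at 24 h (59.2%) and 6863 at 30 h (68.0%). The pericentral-like cluster held 802 (11.1%), 3243 (26.7%), 1512 (16.0%), 1633 (19.1%) and 1524 (15.1%). These shares are set by the clustering and were not compared between libraries. Barcodes near a border between clusters, with over 0.8 times the distance to the next centre, made up 10.6%, 26.5%, 11.9%, 16.0% and 8.86% of the libraries in the same order. In the 8 h library the pericentral-like barcodes had a median of only 159 UMIs, against 494 in the periportal-like ones.

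Pck1 stood at 9191 CPM in periportal-like and 7489 CPM in pericentral-like barcodes at 0 h. The values were 23998 and 27221 at 8 h, 37319 and 34767 at 16 h, 27975 and 27074 at 24 h, and 51092 and 57265 at 30 h. The log2 ratio of periportal-like over pericentral-like was 0.30 at 0 h (0.25 to 0.34), -0.18 at 8 h (-0.20 to -0.16), 0.10 at 16 h (0.082 to 0.12), 0.047 at 24 h (0.032 to 0.063) and -0.16 at 30 h (-0.18 to -0.15). The sign depended on the denominator. Alb, itself a periportal marker, took 72.3% of UMIs in periportal-like and 48.0% in pericentral-like barcodes at 0 h. The gap was smaller at 8 h, with 77.5% and 61.7%. With Alb left out of the denominator, the Pck1 ratio was positive in every library, at 1.21 at 0 h, 0.59 at 8 h, 1.17 at 16 h, 1.08 at 24 h and 0.88 at 30 h. It was also positive by UMIs per barcode, where pericentral-like barcodes had fewer UMIs in total (a mean of 678 against 1165 at 0 h).

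G6pc had a log2 ratio of 0.36 at 0 h (0.29 to 0.43), -0.26 at 8 h (-0.30 to -0.22) and -0.078 at 30 h (-0.11 to -0.044) in CPM. At 16 h (-0.042 to 0.044) and 24 h (-0.044 to 0.025) the interval included 0. Without Alb in the denominator the G6pc ratios were 1.27, 0.51, 1.07, 1.03 and 0.97 at 0, 8, 16, 24 and 30 h. Sds was higher in periportal-like barcodes in 4 libraries in CPM, with log2 ratios of 0.84 at 0 h, 0.96 at 16 h, 0.49 at 24 h and 1.29 at 30 h (1.24 to 1.33). At 8 h its interval included 0 (-0.053 to 0.057). The denominator moved most of the panel in the same way. Of the 45 genes outside the marker lists with at least 100 UMIs at 0 h, 39 were higher in pericentral-like barcodes in CPM, and 36 were higher in periportal-like barcodes without Alb.

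**Figure D3:**
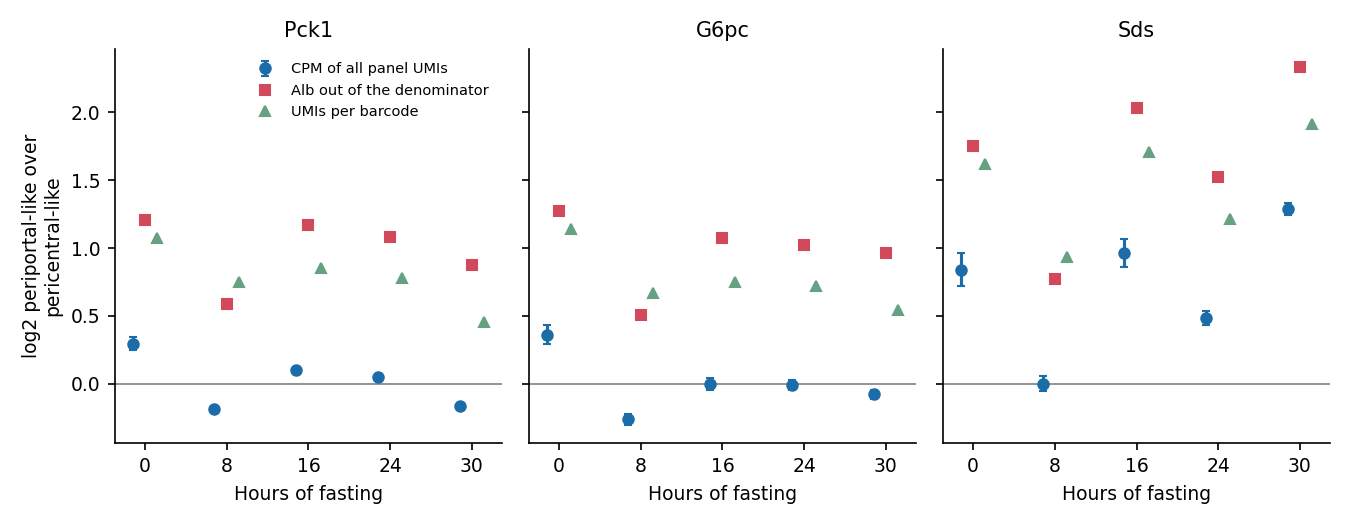
Log2 ratio of periportal-like over pericentral-like barcodes for Pck1, G6pc and Sds against hours of fasting (1 library per point), with the 95% counting interval drawn for CPM only. Without Alb in the denominator, and by UMIs per barcode, every ratio lies above 0, while in CPM the Pck1 ratio ranges from -0.18 to 0.30.

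Changes against 0 h were then compared between zones. In CPM, Pck1 rose in both zones at each time, from a log2 change of 1.38 in periportal-like and 1.86 in pericentral-like barcodes at 8 h to 2.47 and 2.93 at 30 h. The periportal-like change was the smaller one each time, by -0.48 at 8 h (-0.53 to -0.43), -0.19 at 16 h (-0.24 to -0.14), -0.25 at 24 h (-0.30 to -0.20) and -0.46 at 30 h (-0.51 to -0.41). For G6pc the difference was -0.62 at 8 h, -0.36 at 16 h, -0.37 at 24 h and -0.44 at 30 h (-0.52 to -0.36). All 8 differences stayed negative under each alternative that was run. The alternative nearest to 0 was the denominator without Alb, with -0.034 for Pck1 at 16 h. Sds did not share this order, with a difference of -0.84 at 8 h and 0.45 at 30 h (0.32 to 0.58). With 1 library per time point, none of these differences has a replicate check.

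Shares of barcodes with a UMI could not be read as shares of expressing cells. After thinning to 200 UMIs, which left out 52 barcodes at 0 h, 5807 at 8 h, 522 at 16 h, 4 at 24 h and 26 at 30 h, a Pck1 UMI was found in 68.7% of barcodes at 0 h (67.6% to 69.7%, median depth 1037.5 before thinning). The unthinned share was 92.8%. The thinned share was 94.97% at 8 h, 98.8% at 16 h, 97.5% at 24 h and 99.2% at 30 h. In barcodes with UMIs of non-hepatocyte genes the thinned share was 92.0% at 0 h (74.0% to 99.0%, 25 barcodes, median depth 277) and every such barcode of the fasted libraries had a Pck1 UMI (1 to 15 per library). For G6pc the thinned share at 0 h was 48.0%, against 44.0% in those 25 barcodes (24.4% to 65.1%). These barcodes were few and held hepatocyte RNA themselves, with Alb at 49.4% (8 h) to 67.1% (30 h) of their UMIs. They set no background level.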

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

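A denominator without Alb was among the alternatives fixed before the data were examined. Its use as a test of the flagged differences was chosen after the results were seen. The tests by the level of non-hepatocyte genes in deeper barcodes and by the ratio of Pck1 to Cyp2f2 were also chosen after the results were seen. The tests by held-out markers and by barcodes of 300 or more UMIs in the zone comparison were chosen before their outcome was known.

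In CPM, 4 of 15 genes of the naming rule had a zone ratio of 1 sign at 0 h and of the opposite sign in a fasted library, with both counting intervals clear of 0. The 15 are those that are no zone marker and had at least 100 UMIs in both zones of both libraries. Of 25 such panel genes outside the rule, 1 more did so and was not examined. The difference between the libraries was not tested, as each is a single library. For Pck1 the log2 ratio of periportal-like over pericentral-like differed from that at 0 h by -0.48 at 8 h and -0.46 at 30 h. For G6pc it differed by -0.62 at 8 h and -0.44 at 30 h. For Acly it differed by 0.35 at 16 h, 0.44 at 24 h and 0.56 at 30 h, but by -0.49 at 8 h (-0.54 to -0.43). For Elovl6 it differed by 1.16 at 30 h, but by -0.42 at 8 h (-0.51 to -0.33), 0.24 at 16 h and 0.049 at 24 h (-0.080 to 0.18). The sign of a single ratio depends on the denominator. Leaving Alb out adds the same log2 amount to the ratio of every gene in a library (0.91 at 0 h, 0.77 at 8 h, 1.07 at 16 h, 1.03 at 24 h and 1.04 at 30 h), so it says nothing on why the signs differ. In the 8 pairs of opposite sign, the difference from 0 h kept its direction without Alb in 8 of 8. Leaving Alb out moved only those of Pck1 and G6pc at 30 h towards 0. The amount added moved the others away from 0, so they could not lose their direction. The difference nearest to 0 without Alb was -0.31 (G6pc at 30 h, -0.39 to -0.23), which argues against the share of Alb as the whole cause of the differences. For Acly and Elovl6, which did not move in 1 direction over time, no other explanation was tested.

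The Pck1 ratio was lower than at 0 h in every fasted library. Without Alb, the difference from 0 h nearest to 0 among 8, 24 and 30 h was -0.12 (24 h, -0.17 to -0.076), which argues against Alb as the whole cause there, with counting error as the only spread known. At 16 h it was -0.034 (-0.084 to 0.016) with the main zones, -0.069 (-0.12 to -0.017) in barcodes with 300 or more UMIs and -0.19 (-0.24 to -0.15) with zones from the marker score without Cyp2f2. As the first of these includes 0 and the others do not, the share of Alb and a change of Pck1 cannot be told apart in that library. Low-UMI barcodes do not explain the lower ratio. In barcodes with 300 or more UMIs, without Alb, the difference nearest to 0 was -0.069 (16 h, -0.12 to -0.017). Whether the zones were more mixed in the fasted libraries stays open, because 2 held-out markers disagreed. The marker score leaves Alb out, so with Cyp2f2 also kept out Hsd17b13 was its only periportal marker. In zones from that score, the Cyp2f2 ratio was larger than at 0 h in 4 fasted libraries (2.62 to 2.89, against 1.68), which mixed zones would not give. With Cyp2e1 kept out, its ratio was farther from 0 than at 0 h in 0 of the fasted libraries (-3.23 to -4.27, against -4.52), as mixed zones would give. Both markers can also change with fasting, and the 2 explanations cannot be told apart from these markers. A weaker bias of Pck1 towards periportal-like cells in fasting may be a biological effect of the food withdrawal, and stays a hypothesis from single libraries. It could also reflect the clock hour at 8, 16 and 30 h.

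A signal also appeared outside the main measurement. In all libraries together, 180 barcodes had at least 3 UMIs of Cdh5, Mrc1, Cd68, Ptprc, Pdgfra or Pdgfrb, which mark endothelial, immune and mesenchymal cells. There were 36 at 0 h, 105 at 8 h, 4 at 16 h, 17 at 24 h and 18 at 30 h. Of the 105 at 8 h, 100 had under 200 UMIs. The summed level of the 6 genes was 76.2 CPM at 0 h, 220 at 8 h, 34.4 at 16 h, 43.2 at 24 h and 29.7 at 30 h. Barcodes with few UMIs held much of the excess at 8 h. Among barcodes with 300 or more UMIs, the 8 h level was 55.2 CPM (47.1 to 64.2), and the other libraries ranged from 22.1 to 40.8. With single libraries that spread so far apart, whether shallow barcodes were the whole source of the excess stays open. Other liver cells left from the isolation are a candidate source. Alb took 49.4% of the UMIs in the 105 barcodes at 8 h, so hepatocyte RNA is a large part of what they hold, and whether cells or droplets with free RNA carry it stays open.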

How the results depend on the processing

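Alternatives with 300 or more UMIs per barcode, with 4 clusters and with free RNA subtracted were chosen after the data had been seen. The others were fixed beforehand. No paired analysis was possible because each time point had 1 library and no value came from a test. The alternative restricted to the authors' hepatocyte classes was not run, since no cell annotation was used here. Using only the barcodes listed in the deposited barcode table changed nothing, as all barcodes are listed.

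Values by time are given in the order 8, 16, 24 and 30 h against 0 h. With UMIs per barcode in place of CPM, the log2 level was -0.10, 1.38, 1.88 and 2.68 for Pck1 and -0.69, 0.25, 0.71 and 0.71 for G6pc. Both 8 h values changed sign. This follows from depth, as the median over all genes moved by -1.68 at 8 h, -0.69 at 16 h, 0.22 at 24 h and 0.095 at 30 h. At 8 h other genes changed sign too: Sds -0.18, Scd1 -1.60, Fgf21 -1.35, Alb -1.64, Cyp2e1 -0.69, Cyp7a1 -0.93, Gulo -0.93, Cyp27a1 -1.02 and Ptprc -0.80. At 16 h the same held for Sds -0.38, Scd1 -0.40, Alb -0.66, Hsd17b13 -0.64 and Cyp27a1 -0.43. The counts of genes over 2-fold from 0 h became 2 higher and 40 lower at 8 h, against 10 and 7 in CPM. At 16 h they were 4 and 23, against 6 and 16, and at 24 h 7 and 11, against 5 and 13. Without Alb in the denominator the counts were 13 and 6 at 8 h and 7 and 13 at 16 h. Among barcodes with 300 or more UMIs they were 7 and 7 at 8 h.

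Without Alb in the denominator the levels were 1.67, 2.13, 1.77 and 2.60 for Pck1 and 1.08, 1.01, 0.60 and 0.63 for G6pc. With median-of-ratios scaling they were 1.52, 2.17, 1.78 and 2.59 and 0.93, 1.04, 0.61 and 0.62. These scalings moved the median over all genes at 24 h by 0.12, and median-of-ratios scaling moved it at 16 h by 0.10. With the mean of per-barcode CPM they were 1.68, 2.02, 1.60 and 2.58 for Pck1 and 1.05, 0.95, 0.52 and 0.63 for G6pc. Without the 5% deepest barcodes they were 1.53, 2.02, 1.61 and 2.55 and 0.9986, 0.91, 0.47 and 0.60. At 8 h, barcodes with 100 or more UMIs gave 1.55 for Pck1, and those with 300 or more gave 1.53 for Pck1 and 0.95 for G6pc. Small values changed sign in Alb at 8 h (-0.021 with median-of-ratios scaling), Scd1 at 8 h (-0.021) and Hsd17b13 at 16 h (-0.033), the last 2 with the mean of per-barcode CPM. Mrc1 at 8 h went from 1.82 to -0.21 with 300 or more UMIs. Apart from Mrc1, where the removed barcodes held the UMIs, the cause was not tested. Over the other 22 genes reported, 587 of 612 values kept the sign of the main value.

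Zone ratios (periportal-like over pericentral-like) are given in the order 0, 8, 16, 24 and 30 h. By UMIs per barcode they were 1.08, 0.75, 0.85, 0.78 and 0.46 for Pck1 and 1.14, 0.67, 0.75, 0.72 and 0.54 for G6pc. Without Alb in the denominator they were 1.21, 0.59, 1.17, 1.08 and 0.88 and 1.27, 0.51, 1.07, 1.03 and 0.97. The signs at 8 and 30 h, negative in CPM, turned positive for both genes under both alternatives. Leaving Alb out adds the same amount to every ratio of a library, and so do UMIs per barcode, because periportal-like barcodes hold more Alb and more UMIs. With the mean of per-barcode CPM the ratios were 0.24, -0.37, 0.10, 0.010 and -0.13 for Pck1 and 0.37, -0.11, -0.0035, -0.0044 and -0.034 for G6pc. With zones from a marker score they were 0.60, -0.16, 0.13, 0.064 and -0.24 and 0.50, -0.31, -0.010, 0.037 and -0.039. With 4 clusters they were 0.23, -0.20, 0.11, -0.11 and -0.29 and 0.29, -0.27, 0.0085, -0.082 and -0.12, and Pck1 at 24 h changed sign. With free RNA subtracted they were 0.46, 0.082, 0.11, 0.055 and -0.26 and 0.32, -0.33, -0.056, -0.035 and -0.19, and Pck1 at 8 h changed sign. The cause of these 2 sign changes was not tested. At 8 h, barcodes with 300 or more UMIs, clustered anew, gave -0.22 for Pck1 and -0.38 for G6pc, those with 100 or more gave -0.14 for Pck1, and dropping the 5% deepest gave -0.21 for G6pc. Dropping them gave -0.15 for Pck1 at 30 h.

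The difference between zones in the change against 0 h kept its negative sign for Pck1 and G6pc at all 4 times under each alternative run on it (64 of 64 values). By UMIs per barcode it was -0.33, -0.22, -0.30 and -0.62 for Pck1 and -0.47, -0.39, -0.42 and -0.60 for G6pc at 8, 16, 24 and 30 h. Without Alb it was -0.62, -0.034, -0.12 and -0.33 and -0.77, -0.20, -0.25 and -0.31, and with median-of-ratios scaling -0.66, -0.15, -0.29 and -0.66 and -0.81, -0.32, -0.41 and -0.64. With the mean of per-barcode CPM it was -0.62, -0.15, -0.23 and -0.37 and -0.48, -0.37, -0.37 and -0.40. With zones from a marker score it was -0.76, -0.47, -0.53 and -0.83 and -0.80, -0.51, -0.46 and -0.54, and with free RNA subtracted -0.38, -0.36, -0.41 and -0.72 and -0.65, -0.37, -0.35 and -0.50. At 8 h, barcodes with 300 or more UMIs gave -0.54 for Pck1 and -0.75 for G6pc. Subtraction of free RNA assumed that the shallowest 5% of barcodes hold free RNA only. It removed all Sds UMIs of the pericentral-like barcodes at 30 h, so it gave no Sds value there and takes out too much for that gene.

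Depth limits the 8 h library most, with a median of 219 UMIs per barcode and 26.5% of barcodes near a cluster border. Shares of barcodes with a UMI moved with depth, and 29 of 30 alternative values lay outside the main interval. For Sds at 0 h the share was 28.5% at 200 UMIs, 46.4% at 400 UMIs and 72.1% without thinning. For the makeup of the libraries, 14 of 30 alternative shares lay within the main interval.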

Other observations

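All tests here were chosen after the result they concern had been seen, except those restricted to barcodes of 300 or more UMIs for Scd1 and Fasn.

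Of the 8 h barcodes, 47.8% had under 200 panel UMIs, in a peak apart from the deeper ones. Droplets with free RNA only are a candidate explanation, and intact hepatocytes of low depth are another. Free RNA as the source of all these barcodes would leave counts with no more spread than binomial counting, a dispersion index of 1 (up to 1.04 by counting error). The index in these 5807 barcodes was 3.15 for Cyp2e1, 1.64 for Pck1 and 1.29 for Cyp2f2, which argues against it. In deeper barcodes (300 or more UMIs) thinned to the same depths, the index of Cyp2e1 was 8.00. The excess over 1 in the shallow barcodes was thus 30.8% of that in the thinned ones. For Cyp2f2 it was 52.3% and for Pck1 78.6%. A mixture with free RNA droplets and shallow cells that vary less cannot be told apart from these counts, as the spread among intact shallow cells is unknown.

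Barcodes with most pericentral marker UMIs also held many Pck1 UMIs. In the top 10% of barcodes by that share, Pck1 stood at 57282 CPM at 30 h against 8024 at 0 h. Free RNA from other cells could put Pck1 there, and would bring Cyp2f2 along in the proportion found in free RNA. Pck1 over Cyp2f2 in these barcodes was 22.9 at 30 h, against 3.21 in all barcodes, 3.88 in the shallowest and 2.82 in those with non-hepatocyte genes. In each library the ratio lay above all 3 references, by a factor of at least 1.75 (8 h). That factor took the lower counting bound of the ratio in these barcodes and left out the counting error of the references. At 8 h the highest reference came from the barcodes with non-hepatocyte genes, which set no background level. None of the references is measured free RNA. Free RNA as the only source is thus argued against only as far as they resemble it. A contribution of free RNA remains open.

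Elovl3 rose and fell more than once, at 78.3, 3961, 843, 83.5 and 1445 CPM from 0 h to 30 h. Barcodes with few UMIs are not the cause. Among barcodes with 300 or more, the lowest of the 8, 16 and 30 h ratios to 0 h was 3.40. The clock hour may set the level, since the 2 libraries of clock hour 13 differed by only 0.093. With 1 such pair, the clock hour and a transient response to food withdrawal cannot be told apart.

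The clock hour alone does not account for the fall of lipogenic genes. At 24 h, at the clock hour of the fed library, Fasn, Acly, Elovl6 and Srebf1 were all lower than at 0 h. The one nearest to its 0 h level was Acly, with a log2 ratio of -3.35 (-3.37 to -3.33).

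Scd1 did not follow Fasn. The ratio of Scd1 to Fasn within a library, which no scaling changes, rose against 0 h by a log2 value of 2.72 at 8 h, 4.16 at 16 h, 5.29 at 24 h and 4.44 at 30 h. Among barcodes with 300 or more UMIs the smallest was 2.87, which argues against barcodes with few UMIs. A slower loss of Scd1 RNA or a separate control of the gene by fasting may explain the difference, and neither was tested. UMIs from other Scd genes were not examined, as the panel holds only Scd1 of that family.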
